A study of Mus musculus with 6 samples. Its data were reported in "Tumor-educated Gr1+CD11b+ cells drive breast cancer metastasis via OSM/IL-6/JAK–induced cancer cell plasticity" (2024).

How the data were processed

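Total RNA from cultured 4T1 cells was labelled with biotin and hybridised to Affymetrix Mouse Gene 1.0 ST arrays, which report 1 value for each transcript-level probe set. There were 6 arrays, 3 of untreated WTR- cells and 3 of methotrexate-selected MR13 cells, and the groups and replicate numbers were taken from the sample titles. The deposited values were on the log2 scale and had been normalized between arrays by the authors. The submitters' processing notes named the R packages affy and limma. Package versions, the background correction and the summarization and normalization methods were not given in the sources used here. The log2 scale was read from the values, which lay between 2.42 and 14.4 on all arrays, and the array medians lay between 6.57 and 6.62. No detection calls were used, so the level of an unexpressed transcript was not known, and differences of dim transcripts can be understated because background signal is part of each value. For arrays, their number limits the precision.

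The value table held 28350 probe sets. The probe annotation used here paired 21780 of them with 1 gene symbol and 1618 with several symbols, and 4952 were unnamed here. Symbols were checked through the Entrez identifiers against the RefSeq gene table of assembly GRCm38.p6, which was used for names and for which genes share a chromosome and neighbour each other. All but 82 genes had a match there, and no symbol of a tested gene changed. Each gene was represented by the probe set with the highest mean over the 6 arrays, which left 19933 genes. Probe sets with several symbols were named for no gene. Some members of the gene lists, and some genes fixed for naming, had no probe set with a single symbol and were not analysed here.

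MR13 was compared with WTR- by limma (version 3.58.1, in R 4.3.3), with lmFit and eBayes on the log2 values, no covariate and a two-sided test. P values were adjusted over all 19933 genes by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. A further count required a difference of at least 1 on the log2 scale, a 2-fold change. Values are given as mean ± SD on the log2 scale, and differences as MR13 minus WTR- with the standard error (SE) from limma. Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 33 lists with at least 5 measured members. The lists and all other choices named here were fixed before the data were examined, except where stated. They covered epithelial, mesenchymal, extracellular matrix, basal and luminal, stem cell, fibroblast, myeloid, lymphocyte and endothelial genes; IL-6 family, STAT3 target, complement, interferon, antigen presentation, NF-κB feedback and myeloid-recruiting cytokine genes; folate and methotrexate handling, drug efflux, NRF2 and p53 targets; cell cycle, ribosome biogenesis, oxidative phosphorylation, cholesterol synthesis, hypoxia and unfolded protein response genes; the Ly6 gene cluster; 1 block of neighbouring genes; and 4 signatures that the study made from other libraries. For each list the members that rose, fell or did not pass were counted over all genes, and again with p values adjusted over the list alone.

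The genes named were fixed by a rule. It took the ligands and receptors of the IL-6 and OSM pathway, Tgfb3 and Tslp. It added the 8 genes that rose and the 8 that fell with the largest log2 differences among called genes whose 3 values in one group all lay outside the range of the other group, skipping predicted genes. For each list it took the 2 called members with the largest differences under the same condition, or 4 where camera called the list. Other genes named were chosen after their values were seen, and the text says so.

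The alternatives included quantile normalization again, centring each array on its median, and leaving out the 30% of genes with the lowest mean. Others were the mean of a gene's probe sets, eBayes with an intensity trend and robust prior, and the replicate number as a block. Each array was left out in turn, and all probe sets, a 1.5-fold minimum and limma's treat at a log2 threshold of 1 were tried. A plain t-test between groups was run on the same values. The study gives this test for 2 groups in general, and does not state it for these arrays. Lists were also tested by camera with an estimated correlation or on ranks, and by fry. No column of another series was present (0 columns). The scripts were tested on simulated data with the real genes' means and residual spreads and 200 changed genes among 19933. The test recovered 36.0% of genes changed 1.25-fold, 82.0% at 1.5-fold, 96.0% at 2-fold and all at 4-fold, and 3.09% of its calls were false. In a simulation of independent genes, camera called all 10 of the shifted lists and none of the others, with either correlation.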

Results

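To ask how transcription differs in breast cancer cells that survive chemotherapy, the study compared methotrexate-selected MR13 cells with the parental 4T1 line on expression arrays. 4T1 is a mammary carcinoma line from BALB/c mice, and methotrexate (MTX) is a folate antagonist that blocks nucleotide synthesis. There were 3 arrays of untreated cells, called WTR-, and 3 arrays of MR13 cells, the descendants of cells that outlived MTX. The sample labels give 13 µg/ml for up to 2 weeks. The study's text gives another concentration and a longer period. By mass that concentration comes close to the figure in the labels read in nanograms rather than micrograms, so the unit in the labels may be an error. The study returned the surviving cells to drug-free medium, and the labels do not say whether MTX was present when RNA was extracted. The labels describe triplicate wells of each line and the study biological replicates. P values therefore measure the spread between wells or cultures, and not between independent selections. Over all probe sets, the arrays of a group correlated across genes at r = 0.9980 to 0.9987, and arrays of different groups at r = 0.984 to 0.987. Genes are not independent replicates, and these correlations only describe the arrays. The smallest SD of the difference of a pair of arrays was 0.133 on the log2 scale within a group, so no array was a copy of another, and 0.436 between groups.

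The largest rise in MR13 was that of Saa3, an acute-phase serum amyloid protein, from 6.23 ± 0.04 in WTR- to 12.32 ± 0.12 in MR13 (SD, n = 3 each, 68.1-fold, adjusted p = 4.12e-10). It was followed by Lbp, the lipopolysaccharide-binding protein (log2 difference 5.22, SE 0.23), the coagulation factor F5 (4.56, SE 0.09), the chitinase-like protein Chil1 (4.11), Saa2 (4.08), the metalloreductase Steap4 (4.01), Mustn1 (3.94) and Lrg1 (3.92). Saa2 has near-identical family members that can share probes, so its value is uncertain. The largest fall was that of Mal2, a transcytosis protein of polarised epithelia, from 11.22 ± 0.07 to 4.98 ± 0.06 (SD, n = 3 each, 75.6-fold lower, adjusted p = 2.27e-10). Esrp1, which directs epithelial splicing, differed by -5.50, the tight junction protein Cldn4 by -5.27, the GTPase Rab25 by -5.26, Serpinb5 by -4.94, Dynap by -4.85, the keratin Krt7 by -4.52 and Moxd1 by -4.38. All 3 MR13 values lay outside the WTR- range for each of these genes, and every adjusted p was 3.82e-07 or lower. For some of them the lower group mean was dim, such as Serpinb5 in MR13 (4.16) and Saa2 in WTR- (4.51). Background can understate such differences, so their sizes and order describe signal and not transcript.

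In total, 7497 of 19933 genes (37.6%) differed at an adjusted p under 0.05 by limma, 3386 higher and 4111 lower in MR13. At least 2-fold differences were found for 810 genes, 391 higher and 419 lower, and 26 genes rose and 37 fell at least 8-fold. The groups did not overlap for 9444 genes (47.4%), against 10% by chance for 3 arrays against 3. The 2-fold count fell to 457 when limma's treat tested for a difference beyond 2-fold, and rose to 2193 with a 1.5-fold minimum. Of the gene lists, camera called 24 of 33, 18 higher and 6 lower in MR13. None of these calls held with a correlation estimated per list (12 lists at an unadjusted p under 0.05, lowest adjusted p = 0.10), with 4 residual degrees of freedom, while fry, which does not compare a list with other genes, called 31 lists.

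Epithelial genes had the lowest median of the lists. Of 24 members, 21 fell, with a median log2 difference of -1.37 (camera adjusted p = 8.81e-16, and adjusted p = 0.10 with an estimated correlation), and the counts were the same adjusted over the list alone. Beside Esrp1, Cldn4, Rab25 and Krt7, the adhesion genes Cdh1 (-3.24, SE 0.07) and Epcam (-4.30, SE 0.06), chosen after their values were seen, were among those that fell. The members that did not pass, also named after the fact, were the keratin Krt8 (13.41 ± 0.06 in WTR-, 13.53 ± 0.07 in MR13, SD, n = 3 each), Jup (-0.16) and Tjp1 (0.07). In the mesenchymal list 16 of 25 members rose and 4 fell (17 and 4 adjusted over the list alone), with a median of 0.24 (camera adjusted p = 0.00065, and adjusted p = 0.22 with an estimated correlation). Mmp9, a matrix metalloproteinase, rose by 1.37, the transcription factor Zeb2 by 1.30, Tgfbi by 1.24 and Sparc by 1.17. The 4 that fell were the transcription factors Foxc2 (-0.25), Snai2 (-0.48), Snai3 (-0.24) and Zeb1 (-0.37), named after their values were seen, and Snai3 lost its call without WTR- replicate 1 or 3 or any of the MR13 arrays. Extracellular matrix genes went both ways, 12 of 23 higher and 6 lower (camera adjusted p = 0.044, and adjusted p = 0.49 with an estimated correlation), with the same counts adjusted over the list alone. Fbln1 (2.47) and Mgp (1.89) rose, and the laminin-332 chains Lamb3 (-1.95) and Lama3 (-1.80) fell. The list of basal and luminal lineage genes was not called (3 of 16 rose, 7 fell, 4 and 7 adjusted over the list alone, camera adjusted p = 0.19, direction down although the median was 0.06). In it Erbb3 (-2.94) and Krt14 (-2.47) fell.

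**Figure D1:**
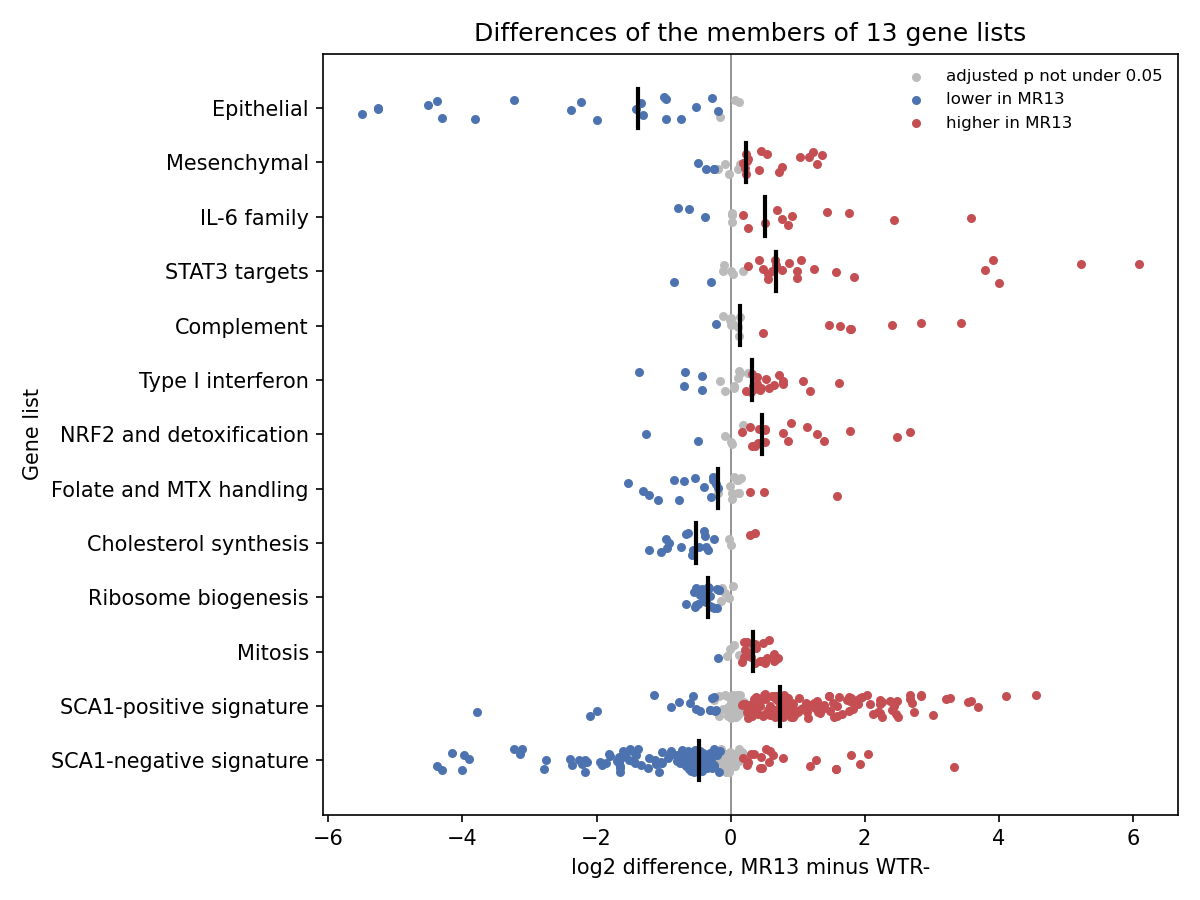
Log2 difference (MR13 minus WTR-, x axis) of each measured member of 13 of the 33 gene lists (y axis); each point is 1 gene, coloured by its call at an adjusted p under 0.05, and black bars are medians. Epithelial genes reach -5.50 and STAT3 targets 6.09, while the medians of both lists lie at -1.37 and 0.67.

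The study reported how MR13 cells differ from parental cells in genes of the ligands and receptors of IL-6 and oncostatin M (OSM). These cytokines signal through JAK kinases and STAT3. Il6 (probe set 10520452) rose from 3.67 ± 0.11 to 5.43 ± 0.28 (SD, n = 3 each, adjusted p = 7.12e-06). Its WTR- mean lay below the 10th percentile of every array (3.76 to 3.80), so Il6 is not shown to be above background there, and the 3.40-fold difference in signal is a lower bound on any difference in transcript. The OSM receptor gene Osmr (probe set 10427471) rose 5.41-fold, from 8.50 ± 0.02 to 10.94 ± 0.05 (adjusted p = 6.35e-09). Il6ra (probe set 10499655), the IL-6 receptor, rose 1.70-fold (log2 difference 0.77, SE 0.06, adjusted p = 1.45e-05), and Il6st (probe set 10407173), the shared signal-transducing chain gp130, rose 1.89-fold (0.92, SE 0.06, adjusted p = 2.64e-06). For Osm itself (probe set 10373912) no difference was detected (0.02, 95% CI -0.15 to 0.19, adjusted p = 0.85). Osm was among the dimmest 30% of genes, as was Il6, and background can hide a change at that level. Tgfb3 (1.64-fold, adjusted p = 8.84e-06) and Tslp (1.59-fold, adjusted p = 2.27e-05), secreted factors that the study singled out, were both higher in MR13. All 3 MR13 values lay above all 3 WTR- values for each of these genes except Osm.

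**Figure D2:**
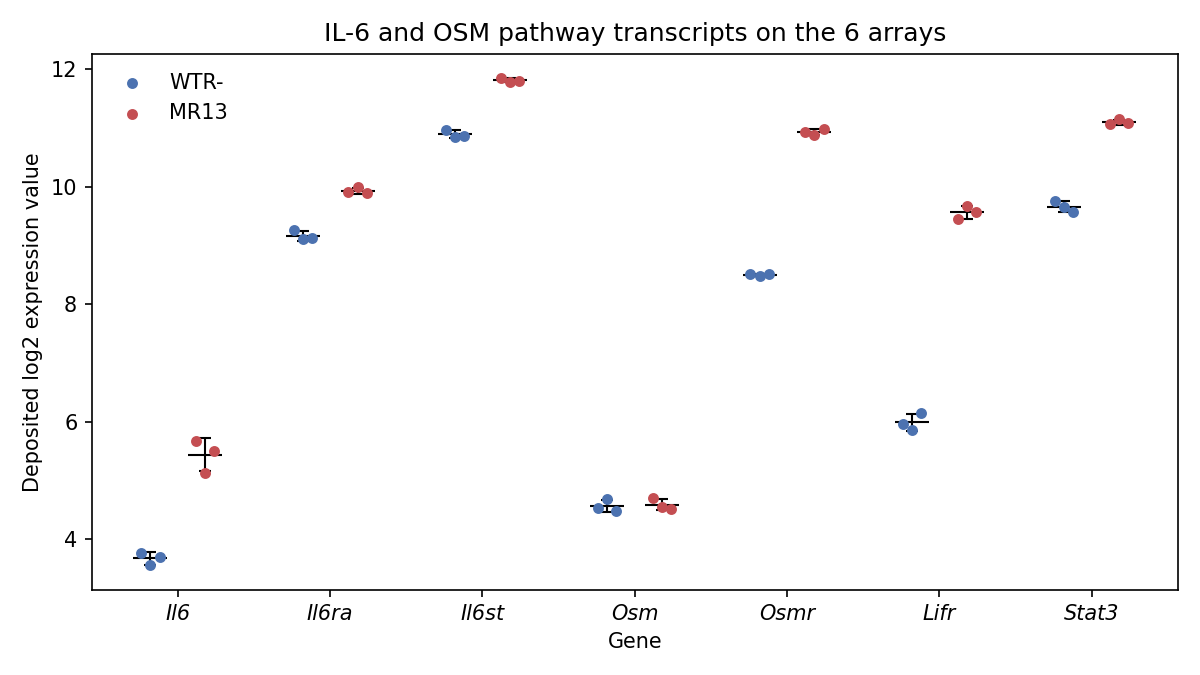
Deposited log2 values (y axis) of 7 genes (x axis) on the 3 WTR- and 3 MR13 arrays; points are arrays, and lines and bars are means and SDs. The groups are apart for all genes shown except Osm, which lies at 4.56 in WTR- and 4.59 in MR13.

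Of the 17 measured IL-6 family ligands, receptors and signal transducers, 11 rose and 3 fell, with the same counts adjusted over the list alone (median 0.51, camera adjusted p = 0.00069, and adjusted p = 0.10 with an estimated correlation). The LIF receptor gene Lifr rose the most (3.58, SE 0.09), and Stat3 rose by 1.44. The ligand Lif (-0.78), the receptor Cntfr (-0.62) and the ligand Clcf1 (-0.38), named after their values were seen, were the 3 that fell. Among STAT3 target genes, 21 of 28 rose and 2 fell, again with the same counts adjusted over the list alone (median 0.67, camera adjusted p = 4.74e-10, and adjusted p = 0.11 with an estimated correlation), led by Saa3, Lbp, Steap4 and Lrg1. Complement genes moved in part. In that list 8 of 17 rose and 1 fell, the same adjusted over the list alone (camera adjusted p = 0.000102, and adjusted p = 0.23 with an estimated correlation), with a median of only 0.14. The inhibitor Serping1 rose by 3.44, the initiating protease C1s1 by 2.84 and C1rl by 1.79. Masp1, another initiating protease, rose 5.29-fold.

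Of 31 type I interferon response genes, 18 rose and 5 fell (19 and 5 adjusted over the list alone, camera adjusted p = 0.00082, and adjusted p = 0.10 with an estimated correlation). Trim30a (1.62) and the nucleic acid sensors Zbp1 (1.18) and Ddx58 (1.08) rose, whereas Usp18, which dampens interferon receptor signalling, fell by 1.36. Of 18 genes of antigen presentation and the interferon γ response, 11 rose and 2 fell, the same adjusted over the list alone (camera adjusted p = 0.0012, and adjusted p = 0.17 with an estimated correlation). These included Gbp7 (1.45), Gbp3 (1.14), the immunoproteasome subunit Psmb8 (0.94) and the peptide transporter Tap1 (0.85). Of 18 NF-κB feedback genes, 11 rose and 3 fell (12 and 3 adjusted over the list alone, camera adjusted p = 0.0035, and adjusted p = 0.24 with an estimated correlation). Sod2 (1.34), Nfkbia (1.32) and Tnip1 (0.73) rose, and the deubiquitinase Tnfaip3 fell by 1.04. Cytokines that recruit myeloid cells were close to the threshold, with 14 of 28 higher and 6 lower (14 and 7 adjusted over the list alone, camera adjusted p = 0.044, and adjusted p = 0.37 with an estimated correlation). The chemokines Ccl7 (2.27), Ccl2 (1.93) and Ccl5 (1.70) and the alarmin S100a8 (1.28) rose. In the Ly6 gene cluster 4 of 12 measured members rose and 8 did not pass (6 rose adjusted over the list alone, camera adjusted p = 0.0050, and adjusted p = 0.11 with an estimated correlation). They were Lynx1 (1.64), Ly6e (2.31-fold), Ly6g (1.14) and Ly6f (0.90), and values of this family are uncertain because its members are alike in sequence.

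The study defined signatures of 4T1 cells sorted for or against the surface antigen SCA1, from other libraries than these arrays. The versions used here held 187 SCA1-positive and 186 SCA1-negative genes. They are shorter than the lists the study describes, and the genes left out were not analysed here. Of the 180 measured genes of its SCA1-positive signature, 132 rose in MR13 and 16 fell (139 and 17 adjusted over the list alone, median 0.74, camera adjusted p = 3.58e-26, and adjusted p = 0.10 with an estimated correlation). F5, Chil1 and the angiopoietin Angpt1 (3.70) rose, and Tspan1 fell by 3.78. Of the 176 measured genes of the SCA1-negative signature, 117 fell and 21 rose (123 and 24 adjusted over the list alone, median -0.48, camera adjusted p = 3.21e-15, and adjusted p = 0.10 with an estimated correlation). Moxd1, the protease Tmprss11e (-4.31), the cytokine Il24 (-4.16) and the integrin adaptor Fermt1 (-4.01) fell the most. The genes shared by SCA1-positive cells and cells exposed to tumor-educated Gr1-positive myeloid cells rose nearly throughout, 46 of 49 higher and 1 lower (46 and 2 adjusted over the list alone, median 1.41, camera adjusted p = 6.74e-28, and adjusted p = 0.10 with an estimated correlation), led by Saa3, F5, Chil1 and Steap4. Of 34 measured genes of the signature that tumor-educated myeloid cells induced in 4T1 cells, compared with spleen-derived ones, 18 rose and 2 fell (19 and 2 adjusted over the list alone, median 0.35, camera adjusted p = 6.48e-06, and adjusted p = 0.10 with an estimated correlation), among them Saa3, F5, Steap4 and Sectm1b (1.71). These 4 signatures overlap one another and the other lists, by 30, 40, 27 and 25 genes in the order given, and are not independent.

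Genes that handle folate and MTX were lower on balance. Of 27 measured members, 14 fell and 3 rose (15 and 3 adjusted over the list alone, median -0.19, camera adjusted p = 0.020, and adjusted p = 0.39 with an estimated correlation). The mitochondrial folate enzymes Mthfd2 (-1.53, SE 0.07) and Aldh1l2 (-1.31, SE 0.10) fell. Slc19a1, the reduced folate carrier by which MTX enters cells, fell from 9.98 ± 0.02 to 8.77 ± 0.07 (SD, n = 3 each, 2.31-fold lower, adjusted p = 5.35e-07). The exporter Abcc3 rose by 1.59. Drug efflux genes were close to the threshold, with 5 of 14 higher and 2 lower (6 and 2 adjusted over the list alone, camera adjusted p = 0.044, and adjusted p = 0.30 with an estimated correlation). Beside Abcc3, Mvp (0.74) and Abcc4 (0.50) rose and Abca3 fell by 0.40. Detoxification genes, many of them NRF2 targets, rose for 18 of 24 members and fell for 2 (19 and 2 adjusted over the list alone, median 0.47, camera adjusted p = 1.58e-07, and adjusted p = 0.10 with an estimated correlation). The glutathione transferases Gstm1 (2.68), Gstm2 (1.78) and Mgst1 (1.40) and the aldehyde dehydrogenase Aldh3a1 (2.48) led them, and Gstm1 and Gstm2 are similar enough to share probes. The p53 target list was not called (5 of 22 rose, 8 fell, 5 and 10 adjusted over the list alone, camera adjusted p = 0.30), with Trp53inp1 at 1.55 and Perp at -2.06. A block of 16 neighbouring genes on 1 chromosome was not called either (1 rose, 4 fell, the same adjusted over the list alone, camera adjusted p = 0.38), and its members Homer1 (-0.62) and Mtx3 (-0.45) fell.

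Mitotic genes rose for 21 of 27 members and fell for 1, the same adjusted over the list alone (median 0.33, camera adjusted p = 2.08e-07, and adjusted p = 0.10 with an estimated correlation). Ttk (0.71) and Bub1b (0.66) of the spindle checkpoint and the spindle proteins Nusap1 (0.65) and Tpx2 (0.64) rose the most. S phase genes were not called (14 of 30 rose, 6 fell, the same adjusted over the list alone, camera adjusted p = 0.063), with Rrm2 at 0.65 and Cdc6 at 0.56. The list passed after quantile normalization (adjusted p = 0.036), with a trended prior (0.041) and without WTR- replicate 3 (0.040). Ribosome biogenesis genes fell for 24 of 29 members (25 adjusted over the list alone, median -0.34, camera adjusted p = 4.40e-08, and adjusted p = 0.11 with an estimated correlation), among them Utp20 (-0.67), Odc1 (-0.54), Pa2g4 (-0.52) and Gnl3 (-0.52). Cholesterol synthesis genes fell for 16 of 20 members and rose for 2, the same adjusted over the list alone (median -0.52, camera adjusted p = 8.59e-06, and adjusted p = 0.35 with an estimated correlation), with Insig1 at -1.22, Msmo1 at -1.03, Tm7sf2 at -0.96 and Idi1 at -0.95. Of 28 genes of oxidative phosphorylation, 11 fell and 2 rose, the same adjusted over the list alone (camera adjusted p = 0.0066, and adjusted p = 0.45 with an estimated correlation). Cox4i1 (-0.75), Ndufa9 (-0.67), Ndufb8 (-0.51) and Ndufv1 (-0.45) fell. Hypoxia and glycolysis genes rose for 15 of 23 members and fell for 2 (19 and 2 adjusted over the list alone, camera adjusted p = 7.77e-06, and adjusted p = 0.24 with an estimated correlation). Egln3 (1.22), Pfkp (0.99) and Pdk1 (0.94) rose, whereas Adm, also induced by hypoxia, fell by 1.66. The unfolded protein response list was not called (12 of 25 rose, 8 fell, 12 and 10 adjusted over the list alone, camera adjusted p = 0.54, mean -0.04, median 0.03). In it Trib3 (-1.05) and Asns (-1.04) fell.

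In the fibroblast list 3 of 12 members rose, Pdgfra (1.82), Dcn (1.70) and Pi16 (1.13), the same adjusted over the list alone (camera adjusted p = 0.021, and adjusted p = 0.35 with an estimated correlation). The collagen Col1a1, named after its value was seen, was at 7.15 ± 0.02 in WTR- and 7.17 ± 0.08 in MR13 (SD, n = 3 each). Myeloid markers were not called (4 of 15 rose, the same adjusted over the list alone, camera adjusted p = 0.13), with Ly6g at 1.14 and Cd14 at 0.67. Endothelial markers were not called (2 of 10 rose, Flt1 by 1.06 and Eng by 0.67, the same adjusted over the list alone, camera adjusted p = 0.080). None of 11 lymphocyte markers passed by limma, over all genes or adjusted over the list alone (2 at an unadjusted p under 0.05, camera adjusted p = 0.47). Stem cell markers were not called (5 of 22 rose, 3 fell, the same adjusted over the list alone, camera adjusted p = 0.37), with Aldh3a1 at 2.48 and Itgb3 at 1.98. Calls near the threshold did not all hold with other settings. Myeloid-recruiting cytokines lost theirs after quantile normalization (adjusted p = 0.059) and without WTR- replicate 1, MR13 replicate 1 or MR13 replicate 3 (0.056, 0.053 and 0.055), and on ranks (0.18). Drug efflux genes lost theirs without WTR- replicate 1 (0.059) or MR13 replicate 1 (0.075) and without the dimmest genes (0.053), extracellular matrix genes after quantile normalization (0.059), without MR13 replicate 1 (0.059) and on ranks (0.089), and folate genes on ranks (0.052).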

Values the study reported

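The study reported an IC50 of MTX of 28 nM for 4T1 cells and selected the MR13 line slightly above that concentration over up to 3 weeks. More than 60% of MR13 cells were described as SCA1-positive, against 10% to 15% of the parental 4T1 cells.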

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

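The gene comparison used the probe sets paired with a single gene symbol and left 6570 probe sets aside, those with several symbols or unnamed here. In a limma fit of these alone, 967 differed at an adjusted p under 0.05. Of them, 38 were at least 2-fold higher in MR13 than in the untreated arrays and 67 at least 2-fold lower. They were set apart for a closer look because the gene comparisons did not use them, although the counts over all probe sets tried as an alternative include them, and no gene was named from them.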

How the results depend on the processing

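The 7497 genes changed and the 810 changed at least 2-fold stayed within 1.5 times under every rescaling, filter, summary and prior tried. Without each array in turn they ranged from 6716 to 6971 and from 789 to 831, and between 771 and 795 of the 2-fold genes were shared with the full set. Only the definition of the 2-fold count moved it further, to 2193 with a 1.5-fold minimum and to 457 with treat, both by construction. The plain t-test gave 8140 genes unadjusted and 6524 adjusted. No called gene named in the text and no called list changed direction in a setting that held it. The call of Snai3 was lost with the adjusted plain t-test and on leaving out any array but WTR- replicate 2. Jup gained a call with the trended robust prior and without MR13 replicate 2, and Krt8 with that prior. The 4 higher genes of the IL-6 and OSM pathway became 3 when the dimmest 30% of genes were left out, because Il6 itself was among them, as was Osm, and stayed at 4 in all other settings. The 24 lists called became 0 with an estimated correlation, and ranged from 21 to 25 without each array. With 4 residual degrees of freedom an estimated correlation is imprecise. In the simulation of independent genes all 10 shifted lists were called with it. That simulation shifted 10 of 30 lists by 0.3, whereas in the data 37.6% of all genes differed. It therefore cannot show whether the few degrees of freedom caused the loss of calls. Calls were lost at low and high estimated correlations, such as -0.009 for type I interferon and 0.59 for cholesterol synthesis genes. The cause of the loss was not tested. The replicate numbers were not shown to pair all samples. Same-numbered arrays deviated together at r = 0.13, -0.0012 and 0.18, and replicate 2 did not correlate best with its own number. Replicates 1 and 3 did, with the crossed pairs of these numbers at -0.20 and -0.12, so a weak shared effect stays open for them. With the replicate block, 7442 genes, 810 at least 2-fold, 4 pathway genes and 24 lists were called, and no named call changed. A planned single-gene result has no value because its transcript was not analysed here. Signal over background was not known, which limits differences of dim transcripts such as Il6.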

Other observations

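The tests of fibroblast transcripts, of the SCA1-positive signature, of rises above 10-fold, of mitotic genes and of all chromosomes against random lists below were chosen after the result was seen, as were the 5 chromosomes singled out and the genes named in this part. Of the 21 members of the SCA1-negative signature that rose in MR13, 8 rose at least 2-fold. Among them Txnip rose by 3.33 and its relative Arrdc4 by 2.05, both known to respond to intracellular glucose, together with the chemokine Ccl2 (1.93) and the adhesion molecule Icam1 (1.57). Of the 16 members of the SCA1-positive signature that fell, 4 fell at least 2-fold, Tspan1 (-3.78), Tc2n (-2.09), Prom2 (-1.99) and Klk6 (-1.15).

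In the unfolded protein response list, which was not called, 12 members rose and 8 fell. Those that rose included Pdia6 (0.88), Creld2 (0.82) and Dnajc3 (0.58). The 8 that fell were Trib3 (-1.05), Asns (-1.04), Ddit3 (-0.78), Chac1 (-0.77), Atf3 (-0.63), Ddit4 (-0.49), the transcription factor Atf4 (-0.40) and Herpud1 (-0.26).

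The mitochondrial folate enzymes that fell, Mthfd2, Shmt2 (-1.08), Aldh1l2 and Mthfd1l (-0.77), are known targets of ATF4 and are also raised by MYC. A smaller share of mitotic cells as the cause is argued against by the mitotic genes. Their median was 0.33 and not below 0, and 21 of 27 members rose and 1 fell. In a further list of ATF4 targets that shares no gene with the other lists, 22 of 28 measured members fell (78.6%) and 2 rose, against 20.6% of all genes, with Gpt2 at -2.30, Aldh18a1 at -1.42 and Psat1 at -0.87. The share of all genes includes dim ones, whose changes background can hide, so it may understate the share among brighter genes. In a further list of MYC targets 16 of 26 fell (61.5%), and Myc itself was at -0.84, but their median of -0.19 was smaller than that of the ATF4 targets (-0.56), a difference that was not tested. Both shares met bounds set before they were computed, so lower ATF4 activity and lower MYC activity may each contribute, and slower growth, which the study measured in MR13, stays open as well.

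Whole chromosomes were shifted in MR13: with genes placed by assembly GRCm38.p6 and a mean log2 value above 6 (12256 genes), the medians were -0.22 on chromosomes 8 and 10, -0.19 on 19, 0.15 on 2 and 0.17 on 15, and on chromosome 10 73.2% of 597 genes were lower. Of 20 chromosomes, 10 had an adjusted permutation p under 0.05 against 10000 random lists matched on mean expression (0.00022 for these 5, from 0.0001, the smallest p the permutations can give), so intensity-dependent normalization, which matched lists would share, is argued against as the whole cause. On these 5 chromosomes, picked for their large medians, the medians of 20 of 20 segments in gene order (4 per chromosome) had the sign of the whole. This argues against a few local gene clusters as the cause on these 5. Chromosome 4 was also called, but its median of 0.03 was small and moved to 0.056 after quantile normalization. On it 2 of 4 segments had the opposite sign (-0.12 and -0.03), so local clusters stay open there. A change in chromosome copy number, carried by the surviving clone or clones, is a candidate explanation: on 5 of 5 chromosomes the shift was at least as large in the brightest of 3 equal classes of genes as in the dimmest, where background compresses ratios. The shift did not grow steadily with brightness, as the middle class moved further than the brightest on chromosomes 8 (-0.31 against -0.28), 10 (-0.35 against -0.24) and 19 (-0.34 against -0.22), the dimmest class of 19 was at 0.01, and the middle class lay below the brightest on 20 of 20 chromosomes, so part of these class differences is not particular to a chromosome, other causes of a shift would show the same, and no DNA was measured.

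As a cause of the loss of epithelial transcripts, fibroblasts in the MR13 wells are argued against by the median log2 difference of Col1a1, Col1a2, Col3a1 and Lum. It was 0.036, although Pdgfra, Dcn and Pi16 rose. The authors' normalization could not be tested as a cause, because the deposited values already carry it. After a further quantile normalization, 20 of 24 epithelial genes were called lower, against 21 without it. A larger share of parental SCA1-positive cells, without change within cells, is argued against as the cause of the epithelial loss by the SCA1-negative signature. The 24 epithelial genes shared 0 members with it. By shares alone, the largest falls need SCA1-positive cells that nearly lack these transcripts. This cause is not ruled out. The signature used was incomplete, the study's text gives no ranking measure for it, and the study reported lower Cdh1 in SCA1-positive cells. The signature counts that follow do not decide it. Of the changed SCA1-positive genes 10.8% fell, but only 4 of them at least 2-fold. In the SCA1-negative signature 117 genes fell, but 21 rose, 8 of them at least 2-fold, against the direction of a larger share. By shares alone, the fall of Mal2 would need at least 98.7% of the cells that carry it to have been replaced. Only a lower bound on that share is given above, and these wells were not measured. As the whole difference between the lines, a larger share alone is argued against if WTR- held at least 10% of such cells. A 10-fold rise is then the most that shares alone allow. By more than that, with their whole 95% intervals, 12 genes rose, 4 of them in the SCA1-positive signature (F5 would need a starting share of at most 4.24%). The parental share quoted from the study above meets this condition, but was not measured in these wells. The selection by MTX that the design names stays open and untested, since there was 1 selected line.

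The 6 arrays can be split 3 against 3 in only 10 ways, of which 1, the real one, gave the most, so the splits are too few for a share under 0.05. The real split gave 7497 genes, 810 genes at least 2-fold and 24 lists, and the highest of the others gave 0 genes, 0 genes at least 2-fold and 16 lists. At an unadjusted p under 0.05 limma called 8823 genes in the real split and at most 411 in another. Each other split still sets unequal numbers of MR13 and WTR- arrays against each other, so part of the difference between the lines remains in its list counts.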
